A study of Mus musculus with 27 samples. Its data were reported in "Temporarily Epigenetic Repression in Bergmann Glia Regulates the Migration of Granule Cells" (2021).

How the data were processed

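Messenger RNA was profiled in 27 libraries from the cerebellum of C57BL/6 mice. Per the labels, 23 of them came from sorted Bergmann glia, the radial astroglia whose fibres guide migrating granule cells, and 4 from whole cerebellum. Bergmann glia were sorted from a Nestin-GFP reporter line from P1 to P16, and from mice with a tamoxifen-inducible CreERT2 and a tdTomato reporter at P30 and P60, after tamoxifen at 200 µg per g on 3 days. The whole cerebellum libraries at P60 carry the same tamoxifen label, and those at P7 carry none. Among the sorted libraries, 4 were taken at P10 from Nestin-GFP mice with floxed Setdb1, 2 with no Cre in their label (flox/flox control) and 2 with deletion driven by mGFAP-Cre (Setdb1 mutant). The labels do not say which libraries came from separate animals, so each p-value measures only the spread between these libraries, which may be technical.

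The deposited table gives FPKM (fragments per kilobase of transcript, scaled to library size) per gene and library, a unit with its own scaling for length and depth that the authors computed. The submitters' processing notes name HISAT2 and the mm10 (GRCm38) assembly, whereas the methods of the paper name Bowtie2 followed by RSEM. Neither gives versions. The methods give a round number of reads per sample, but the table holds no read counts, so the reads behind each value are unknown and no counting interval could be given. Blocks of unlisted genes showed that the table was joined from 3 parts. The first held the 16 wild-type Bergmann glia libraries from P1 to P30 with P60 replicate 2 (19520 genes listed), the second P60 replicates 3 and 4 with whole cerebellum (19225 genes), and the third the Setdb1 control and mutant libraries (18469 genes).

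Of 19993 lines, 4 without a numeric gene ID were left out, among them fragments of a broken line for Rhoa, whose values were therefore not used. Of the 19989 Entrez IDs, 19940 were found in the RefSeq annotation of GRCm38, which also supplied 1502 missing symbols and all positions, and 26 symbols that had been turned into dates were restored by ID. The 18198 genes listed in all 27 libraries were kept, and 14063 of these reached an FPKM of at least 1 in 2 or more libraries and were tested. A further 14 genes that reached this level were not listed in every part and were left out.

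Values were analysed as log2(FPKM + 1) in a single limma fit (version 3.58.1, R 4.3.3, statmod 1.5.0) of 12 group means over the 27 libraries, which left 15 residual degrees of freedom, with the trend and robust options of its empirical Bayes step. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the 14063 genes of a comparison. A gene was called at an adjusted p under 0.05 and a difference of at least 1 on the log2(FPKM + 1) scale, and "higher", "lower", "rose" and "fell" refer to called genes. Folds are ratios of mean FPKM, and every log2 difference is on the log2(FPKM + 1) scale, which pulls differences of weakly expressed genes towards 0. Tables and figures were prepared with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

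The main comparisons with their tests, the gene lists and the rule for the genes named were fixed before the data were examined. Not in that plan were the comparisons of flox/flox with wild type and of cerebellum at P60 with P7, the lists in the mutant against wild type, the genes higher at P10 followed in the mutant, the overlap counts with their exact tests and the correlation between comparisons. Eligible to be named were the genes the study is about, the 10 largest rises and 10 largest falls of each main comparison (5 and 5 for adjacent ages other than P10 against P7) and up to 4 called members of each list per direction. The largest changes were taken among called genes with a mean FPKM of at least 5 in the higher group and no overlap between the libraries of the groups, without predicted gene models and sex-linked genes. Not every eligible gene is named. Lists of markers covered Bergmann glia and astroglia, granule cell precursors, granule neurons, Purkinje cells, inhibitory interneurons, oligodendrocyte precursors, oligodendrocytes, microglia, endothelial and mural cells, meningeal fibroblasts and erythroid cells. Further lists held motile cilium, extracellular matrix and receptor, proteoglycan and matrix remodelling, cell cycle, astroglial transport, cholesterol synthesis, fatty acid and lipid transport, hedgehog, Notch, NFI factor and H3K9 methylation, interferon response, inflammatory, p53 response, clustered protocadherin, germline and reactive astrocyte genes, together with immediate early and dissociation stress genes and sex-linked genes as signs of sample quality. Several genes of the study also belong to the Bergmann glia list, and Acsbg1 and Rlbp1 were picked as new markers from these very libraries, so their direction is not independent evidence. Lists were tested against all other genes with camera from limma at its preset inter-gene correlation of 0.01, adjusted over the lists of a comparison, and again with a correlation estimated from the residuals. Calls adjusted over the list alone were also counted. Where no such count is given, it was equal to the count over all genes, and where no p with an estimated correlation is given, it was on the same side of 0.05.

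The procedure was tested on simulated data with the residual spread of these libraries. Among changed genes able to pass the thresholds, 72 to 94 of 100 per setting, it recovered 95.1% of 3-fold and 100% of 8-fold changes for the mutant comparison, 100% of both for P10 against P7, 97.6% and 96.8% for P4 against P1, 94.4% and 97.8% for P60 against P30, 95.3% and 98.9% for P60 against P7, and 98.8% and 100% for Bergmann glia against cerebellum at P7. Between 0 and 2 unchanged genes were called in each. The simulated noise was independent and normal with a single spread per gene for all groups, much as limma assumes. No step with P16 was simulated, whose libraries were further apart than those of any other group. These rates may therefore not carry over to the P16 steps. Alternatives covered the pseudocount, the filter, scaling between libraries (median-of-ratios, quantile), the variance model, the thresholds of the study (adjusted p under 0.001 and, for the fold of 2, a difference of 1 on the log2(FPKM + 1) scale), the libraries included, the replicate numbers as a block, other P10 controls and each library left out in turn. Where a group was left with 1 library, that library was assumed to vary like the other groups. The parts of the table as a term or P60 libraries of a single part, P7 libraries averaged into 1 sample, and fits without the P16 libraries were added after seeing the data. Chromatin data of the study were not analysed here.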

Results

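The 27 libraries formed 12 groups. Wild-type Bergmann glia were represented by 2 libraries each at P1, P4, P10, P13, P16 and P30, 4 at P7 and 3 at P60, whole cerebellum by 2 libraries each at P7 and P60, and the P10 flox/flox control and Setdb1 mutant by 2 each. Summed FPKM ranged from 344575 in cerebellum at P60 (replicate 2) to 423740 in Bergmann glia at P7 (replicate 3), and 11080 to 12865 genes per library reached an FPKM of 1. Libraries of the same group correlated over genes at r = 0.970 to 0.998 on the log2 scale, and libraries of different groups at 0.64 to 0.994. The lowest of the first range belonged to the 2 P16 libraries, which were apart by at least 1 on the log2 scale in 635 genes. The first principal component, with 54.9% of the variance, separated P30 and P60 Bergmann glia from younger ones, and the second, with 19.3%, separated adult cerebellum from all others.

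The first question was which genes set Bergmann glia apart from the tissue around them at P7. Astroglial genes were among the largest rises, and hemoglobin and neuronal genes among the largest falls. Hes5 (Entrez 15208), a transcriptional repressor downstream of Notch, stood at 238 ± 8.34 (SD, n = 4) against 3.73 ± 0.870 (SD, n = 2) FPKM in whole cerebellum, a 63.6-fold difference. Mt3 (Entrez 17751), a metal-binding metallothionein, was 26.6-fold higher, Cyp26b1 (Entrez 232174), which breaks down retinoic acid, 28.3-fold higher, Slc6a11 (Entrez 243616), a GABA transporter, 18.9-fold higher, Aldh1l1 (Entrez 107747), a folate enzyme and astroglial marker, 16.6-fold higher, and Tnc (Entrez 21923), the matrix glycoprotein tenascin C, 16.6-fold higher. On the other side, Neurod1 (Entrez 18012), a transcription factor of granule neurons, was 21.2-fold lower at 31.3 ± 1.04 (SD, n = 4) against 663 ± 6.43 (SD, n = 2), and Uncx (Entrez 22255), a homeobox factor, and Sstr2 (Entrez 20606), a somatostatin receptor, were 25-fold and 23.5-fold lower.

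Of the genes the study is about, those higher at P7 included Rlbp1 (Entrez 19771), a retinoid carrier, at 13.0-fold, Acsbg1 (Entrez 94180), an acyl-CoA synthetase, at 11.8-fold, Nes (Entrez 18008), the intermediate filament nestin, at 11.2-fold, Fabp7 (Entrez 12140), a brain fatty acid binding protein, at 10.7-fold, and Hopx (Entrez 74318), a homeodomain protein, at 9.86-fold. Cells at P7 were sorted by a Nestin reporter, so the high level of Nes is not independent evidence. Col18a1 (Entrez 12822), a basement membrane collagen, was 5.67-fold lower at 3.77 ± 0.271 (SD, n = 4) against 21.4 ± 0.403 (SD, n = 2). The chromatin genes were not called. Setdb1 (Entrez 84505), a histone H3K9 methyltransferase, stood at 23.3 ± 0.0991 (SD, n = 4) against 28.8 ± 1.12 (SD, n = 2), Trim28 (Entrez 21849), its corepressor partner, at 148 ± 3.32 (SD, n = 4) against 179.8 ± 5.19 (SD, n = 2), and Nfix (Entrez 18032), a nuclear factor I protein, at 277 ± 9.01 (SD, n = 4) against 169 ± 9.02 (SD, n = 2). On GRCm38, Setdb1 lies on chromosome 3, 95323525 to 95357202, Nfix on chromosome 8, 84704712 to 84801238, Trim28 on chromosome 7, 13024152 to 13031032, Col18a1 on chromosome 10, 77052178 to 77166530 and Nes on chromosome 3, 87971093 to 87980451. Acsbg1 is annotated on chromosome 9, 54604886 to 54661885, Rlbp1 on chromosome 7, 79374865 to 79392250, Hopx on chromosome 5, 77086986 to 77115123 and Fabp7 on chromosome 10, 57784923 to 57788450.

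Among the lists, Bergmann glia and astroglia markers had 25 of 26 higher, 0 lower and 1 not called, a list that holds 5 genes of the study, 2 of them (Acsbg1 and Rlbp1) picked from these libraries (camera adjusted p = 2.95e-16). Transmitter and ion transport genes of astroglia had 20 of 26 higher, 0 lower and 6 not called (camera adjusted p = 1.74e-11), with Gria1, a glutamate receptor subunit, at 84.8 ± 2.30 (SD, n = 4) against 7.46 ± 1.95 (SD, n = 2). Proteoglycans and matrix remodelling genes had 19 of 36 higher, 0 lower and 17 not called (camera adjusted p = 3.16e-06), led by Bcan, the proteoglycan brevican, at 192 ± 5.03 (SD, n = 4) against 15.9 ± 2.13 (SD, n = 2). Fatty acid and lipid transport genes had 14 of 33 higher, 1 lower and 18 not called, among them Apoe, the main lipid carrier of the brain, which was 8.72-fold higher (camera adjusted p = 3.36e-05, and adjusted p = 0.0725 with an estimated correlation). Notch pathway genes had 10 of 17 higher, 1 lower and 6 not called, with Hes1 18.9-fold and Notch3 12.8-fold higher (camera adjusted p = 0.0104, and adjusted p = 0.0683 with an estimated correlation). Cell cycle genes had 0 of 50 higher, 27 lower and 23 not called, with the proliferation antigen Mki67 at 33 ± 2.83 (SD, n = 4) against 103 ± 14.0 (SD, n = 2) (camera adjusted p = 2.53e-15, and adjusted p = 0.0957 with an estimated correlation). Reactive astrocyte genes had 8 of 13 higher, 0 lower and 5 not called (camera adjusted p = 0.000729, and adjusted p = 0.125 with an estimated correlation).

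Markers of other cells were tested at P7 as well. Of 12 granule neuron markers, 0 were higher, 7 lower and 5 not called (camera adjusted p = 0.0334, and adjusted p = 0.553 with an estimated correlation). Inhibitory interneuron markers were all higher in the sorted libraries, with 8 of 8 higher, 0 lower and 0 not called, and Pax2, a factor of immature interneurons, stood at 99.5 ± 1.16 (SD, n = 4) against 10.5 ± 0.00707 (SD, n = 2) (camera adjusted p = 0.00149, and adjusted p = 0.384 with an estimated correlation). Oligodendrocyte precursor markers had 6 of 8 higher, 0 lower and 2 not called, with Olig1 at 214 ± 4.24 (SD, n = 4) against 19.2 ± 3.25 (SD, n = 2) (camera adjusted p = 0.00271, and adjusted p = 0.29 with an estimated correlation). Motile cilium genes had 19 of 26 higher, 0 lower and 7 not called, including Foxj1, the regulator of motile cilia, at 31.7 ± 1.23 (SD, n = 4) against 2.35 ± 0.431 (SD, n = 2) (camera adjusted p = 7.24e-05, and adjusted p = 0.475 with an estimated correlation). Microglia markers had 0 of 12 higher, 12 lower and 0 not called (camera adjusted p = 6.57e-06, and adjusted p = 0.29 with an estimated correlation). Of 8 meningeal fibroblast markers, 0 were higher, 6 lower and 2 not called (camera adjusted p = 0.00149, and adjusted p = 0.339 with an estimated correlation). Erythroid markers had 0 of 5 higher, 5 lower and 0 not called (camera adjusted p = 0.00538, and adjusted p = 0.319 with an estimated correlation). The hemoglobins Hba-a1 (Entrez 15122) and Hbb-bs (Entrez 100503605) were 29.0-fold and 27.7-fold lower, although near-identical copies make the level of each uncertain. Genes induced by dissociation moved too, with 14 of 19 higher, 0 lower and 5 not called, and Fos (Entrez 14281) stood at 426 ± 7.16 (SD, n = 4) against 6.88 ± 0.276 (SD, n = 2) and Nr4a1 (Entrez 15370) at 63.3 ± 1.18 (SD, n = 4) against 2.00 ± 0.0919 (SD, n = 2) (camera adjusted p = 3.76e-05, and adjusted p = 0.29 with an estimated correlation). All 4 sex-linked genes tested, which lie on the Y chromosome, were lower in the sorted libraries (median -2.37, camera adjusted p = 0.104).

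In this comparison 2596 of 14063 genes were called, 1778 higher and 818 lower in Bergmann glia. The share higher was 68.5%, and 55.7% after quantile normalization.

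At P60 the same comparison was made in the adult. Slc8b1 (Entrez 170756), a mitochondrial sodium-calcium exchanger, was 28.3-fold higher in Bergmann glia at 68.8 ± 9.63 (SD, n = 3) against 2.44 ± 0.191 (SD, n = 2). Klhl14 (Entrez 225266), a kelch-family protein, was at 38.7 ± 5.33 (SD, n = 3) against 0.0950 ± 0.0212 (SD, n = 2), Rab34 (Entrez 19376), a GTPase needed for ciliogenesis, was 20.9-fold higher, Cldn10 (Entrez 58187), a claudin, 19.1-fold higher, Ttll3 (Entrez 101100), a tubulin glycylase, 19.3-fold higher, and Tnc 21.8-fold higher. Snap25 (Entrez 20614), a synaptic SNARE protein, stood at 3.03 ± 0.578 (SD, n = 3) against 1618 ± 6.16 (SD, n = 2), Pcp2 (Entrez 18545), a Purkinje cell protein, at 1.11 ± 0.670 (SD, n = 3) against 895 ± 4.79 (SD, n = 2), and Gabra6 (Entrez 14399), a GABA receptor subunit of granule cells, at 0.110 ± 0.0693 (SD, n = 3) against 371 ± 8.24 (SD, n = 2). The neuronal elongation factor Eef1a2 (Entrez 13628), the dynamin Dnm1 (Entrez 13429) and the granule protein Chgb (Entrez 12653) were 519-fold, 765-fold and 997-fold lower.

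Acsbg1, Hopx and Fabp7 remained higher in the sorted cells at P60, by 9.95-fold, 10.3-fold and 11.8-fold. Nes was now 6.95-fold lower at 0.373 ± 0.0929 (SD, n = 3) against 2.60 ± 0.0354 (SD, n = 2), Col18a1 was 21.9-fold lower at 1.11 ± 0.298 (SD, n = 3) against 24.3 ± 0.509 (SD, n = 2), and Rlbp1, at 2.33 ± 0.389 (SD, n = 3) against 3.37 ± 0.0566 (SD, n = 2), was not called. Setdb1, Trim28 and Nfix were not called either. Bergmann glia and astroglia markers had 23 of 26 higher, 1 lower and 2 not called (camera adjusted p = 4e-11). Of 26 astroglial transport genes, 23 were higher, 0 lower and 3 not called (camera adjusted p = 1.68e-11). Fatty acid and lipid transport genes had 23 of 33 higher, 1 lower and 9 not called (camera adjusted p = 1.01e-10). Hedgehog pathway genes had 8 of 11 higher, 2 lower and 1 not called, with the receptor Ptch1 at 209 ± 19.5 (SD, n = 3) against 31.4 ± 0.778 (SD, n = 2) and its cofactor Gas1 at 139.8 ± 28.9 (SD, n = 3) against 11.3 ± 0.551 (SD, n = 2) (camera adjusted p = 0.00276). Cholesterol synthesis genes had 4 of 23 higher, 0 lower and 19 not called (camera adjusted p = 0.000227, and adjusted p = 0.71 with an estimated correlation). Of 16 inflammatory genes, 7 were higher, 0 lower and 9 not called (camera adjusted p = 0.0176, and adjusted p = 0.71 with an estimated correlation). Granule neuron markers had 0 of 12 higher, 12 lower and 0 not called (camera adjusted p = 1.74e-05, and adjusted p = 0.461 with an estimated correlation). Purkinje cell markers had 0 of 10 higher, 9 lower and 1 not called (camera adjusted p = 0.000445, and adjusted p = 0.307 with an estimated correlation). Of 8 inhibitory interneuron markers, 0 were higher, 8 lower and 0 not called (camera adjusted p = 0.00276, and adjusted p = 0.71 with an estimated correlation). Endothelial and mural cell markers had 0 of 13 higher, 12 lower and 1 not called (camera adjusted p = 0.0176, and adjusted p = 0.901 with an estimated correlation).

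At P60 4912 genes were called, 1890 higher and 3022 lower. The median of all genes was -0.20, median-of-ratios scaling shifted it by -0.24, and the share higher was 38.5% as deposited, 49.1% after that scaling and 54.1% after quantile normalization. The levels of Eno1b and Rpl34-ps1, which also ranked among the largest rises, are uncertain because both have near-identical copies elsewhere in the genome.

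Genes higher at both ages numbered 706, against 239 expected if the lists were independent, and genes lower at both numbered 344, against 175.8. A further 312 genes were higher at P7 and lower at P60, and 35 the other way. The change from P7 to P60 in the difference between Bergmann glia and cerebellum was tested itself, and 4967 genes passed, 1408 towards Bergmann glia and 3559 away from it, a share towards Bergmann glia of 28.3%, which was 43.6% after median-of-ratios scaling and 54.0% after quantile normalization. The scaling shifted the median of all genes by -0.30 here. Nes, Rlbp1, Col18a1 and Nfix moved away from Bergmann glia, by -4.56, -3.88, -1.36 and -1.01 on the log2 scale. For Nes the Nestin reporter that gated the sort at P7 was no longer used at P60. With higher meaning towards Bergmann glia, Purkinje cell markers had 0 of 10 higher, 10 lower and 0 not called (camera adjusted p = 1.08e-05, and adjusted p = 0.217 with an estimated correlation). Of 12 granule neuron markers, 0 were higher, 11 lower and 1 not called (camera adjusted p = 0.000237, and adjusted p = 0.464 with an estimated correlation). Inhibitory interneuron markers had 0 of 8 higher, 8 lower and 0 not called (camera adjusted p = 0.000242, and adjusted p = 0.464 with an estimated correlation). Of 50 cell cycle genes, 22 were higher, 2 lower and 26 not called (camera adjusted p = 1.12e-08, and adjusted p = 0.385 with an estimated correlation). Their mean log2(FPKM + 1) was 4.61 in Bergmann glia and 5.594 in cerebellum at P7, and 0.956 and 1.156 at P60. Their shift thus came with low levels in both at P60, not with a rise in Bergmann glia.

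The comparison of P60 with P7 asked how the sorted Bergmann glia libraries differed between the juvenile and the adult state. Dao (Entrez 13142), the peroxisomal oxidase of D-amino acids, rose from 0.207 ± 0.0971 (SD, n = 4) to 384 ± 73.1 (SD, n = 3), Fam107a (Entrez 268709), an actin-associated protein, from 2.38 ± 0.362 (SD, n = 4) to 1440 ± 491 (SD, n = 3), and Gjb6 (Entrez 14623), the gap junction protein connexin 30, from 0.767 ± 0.213 (SD, n = 4) to 194 ± 60.0 (SD, n = 3). A2m (Entrez 232345), a protease inhibitor, rose 201-fold, Lgi4 (Entrez 243914), a secreted glial protein, 138-fold, Gpd1 (Entrez 14555), a glycerol phosphate dehydrogenase, 123-fold, and Hsd11b1 (Entrez 15483), which regenerates active glucocorticoid, 119.8-fold. Hes5 fell from 238 ± 8.34 (SD, n = 4) to 0.107 ± 0.116 (SD, n = 3), Fxyd6 (Entrez 59095), a regulator of the sodium pump, fell 1442-fold, Igfbpl1 (Entrez 75426), a secreted protein of immature neural cells, 1627-fold, Tubb3 (Entrez 22152), neuronal beta-tubulin, 270.4-fold, and Basp1 (Entrez 70350), a growth cone protein, 210.4-fold.

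**Figure D1:**
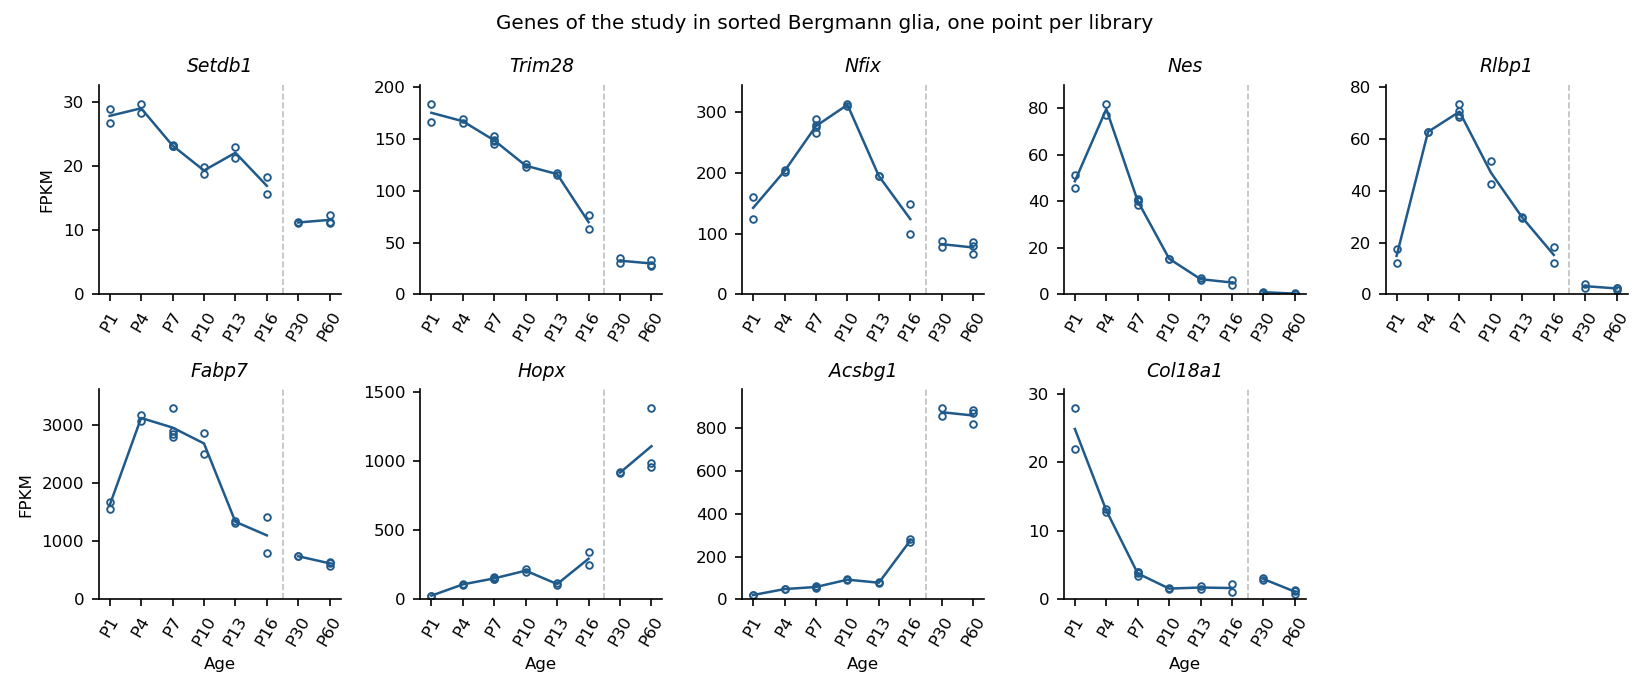
FPKM of 9 genes of the study in each Bergmann glia library (points) and their group means (lines) by age, with a dashed line where the reporter line changed between P16 and P30. Setdb1 goes from a mean of 27.9 at P1 to 11.7 at P60, Nfix is highest at P10 at 312, and Acsbg1 and Hopx are highest at P30 and P60.

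Nes fell 107-fold, Rlbp1 30.3-fold, Trim28 4.97-fold at 29.9 ± 3.37 (SD, n = 3) against 148 ± 3.32 (SD, n = 4), Fabp7 4.78-fold, Nfix 3.58-fold at 77.4 ± 9.83 (SD, n = 3) against 277 ± 9.01 (SD, n = 4) and Col18a1 3.40-fold. Cells at P7 were sorted with a Nestin reporter and those at P60 were not, which bears on Nes. Under that same reporter Nes already stood at 5.115 FPKM at P16. Acsbg1 rose 14.9-fold and Hopx 7.31-fold. Setdb1 was at 11.7 ± 0.713 (SD, n = 3) against 23.3 ± 0.0991 (SD, n = 4), a log2 difference of -0.94 (SE 0.0640, adjusted p = 1.31e-11), just short of the fold required for a call. The list of NFI factors and H3K9 methylation genes had 0 of 19 higher, 10 lower and 9 not called (camera adjusted p = 0.0144, and adjusted p = 0.414 with an estimated correlation), including Nfib at 25.6 ± 2.5 (SD, n = 3) against 121 ± 1.65 (SD, n = 4) and the H3K9 methyltransferase Ehmt2 at 19.9 ± 2.26 (SD, n = 3) against 85.0 ± 1.84 (SD, n = 4).

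Cell cycle genes had 0 of 50 higher, 49 lower and 1 not called, with Top2a, the topoisomerase of dividing cells, at 0.0533 ± 0.0513 (SD, n = 3) against 67.5 ± 1.66 (SD, n = 4) (camera adjusted p = 5.97e-14, and adjusted p = 0.139 with an estimated correlation). Astroglial transport genes had 19 of 26 higher, 2 lower and 5 not called, with the potassium channel Kcnj16 at 105 ± 7.30 (SD, n = 3) against 4.73 ± 0.0556 (SD, n = 4) (camera adjusted p = 2.91e-12). Bergmann glia and astroglia markers had 17 of 26 higher, 4 lower and 5 not called, with the aldolase Aldoc 18.2-fold higher and Gfap, an intermediate filament, 8.08-fold lower (camera adjusted p = 1.77e-07, and adjusted p = 0.129 with an estimated correlation). Fatty acid and lipid transport genes had 13 of 33 higher, 4 lower and 16 not called (camera adjusted p = 1.62e-06, and adjusted p = 0.0752 with an estimated correlation). Notch pathway genes had 1 of 17 higher, 12 lower and 4 not called (camera adjusted p = 0.028, and adjusted p = 0.129 with an estimated correlation). Of 18 interferon response genes, 4 were higher, 0 lower and 14 not called, with Ifit3 at 27.4 ± 5.93 (SD, n = 3) against 0.235 ± 0.107 (SD, n = 4) (camera adjusted p = 0.0174, and adjusted p = 0.414 with an estimated correlation). For that last list the median was -0.01 while the mean was 0.76, and camera pointed upward. Clustered protocadherins had 6 of 55 higher, 1 lower and 48 not called (camera adjusted p = 0.00542, and adjusted p = 0.414 with an estimated correlation). The 5 germline genes tested had 1 of 5 higher, 1 lower and 3 not called (camera adjusted p = 0.222). Among markers of other cell types, those of inhibitory interneurons had 0 of 8 higher, 8 lower and 0 not called, with Pax2 at 0.0133 ± 0.0115 (SD, n = 3) against 99.5 ± 1.16 (SD, n = 4) (camera adjusted p = 0.00447, and adjusted p = 0.424 with an estimated correlation). Of 8 oligodendrocyte precursor markers, 0 were higher, 8 lower and 0 not called (camera adjusted p = 0.00969, and adjusted p = 0.414 with an estimated correlation). Oligodendrocyte markers had 6 of 11 higher, 0 lower and 5 not called (camera adjusted p = 0.00162, and adjusted p = 0.424 with an estimated correlation). Of 12 microglia markers, 8 were higher, 0 lower and 4 not called (camera adjusted p = 0.000727, and adjusted p = 0.424 with an estimated correlation). Dissociation stress genes, a sign of sample quality, moved with age too, with 1 of 19 higher, 14 lower and 4 not called (camera adjusted p = 0.0188, and adjusted p = 0.559 with an estimated correlation).

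Between P7 and P60 5156 genes were called, 1423 higher and 3733 lower at P60, over a median of all genes of -0.37 that median-of-ratios scaling shifted by -0.42. The share higher was 27.6%, 46.7% after that scaling and 50.4% after quantile normalization, and the reporter line and tamoxifen changed together with age. Markers of other cells differed too. Inhibitory interneuron markers had a mean log2(FPKM + 1) of 5.392 at P7 and 0.144 at P60, and oligodendrocyte precursor markers of 5.703 and 2.598. Oligodendrocyte markers went up, from 4.472 to 6.237. Whether lost cells account for falls such as those of Tubb3, Basp1 and Igfbpl1 was not tested.

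**Figure D2:**
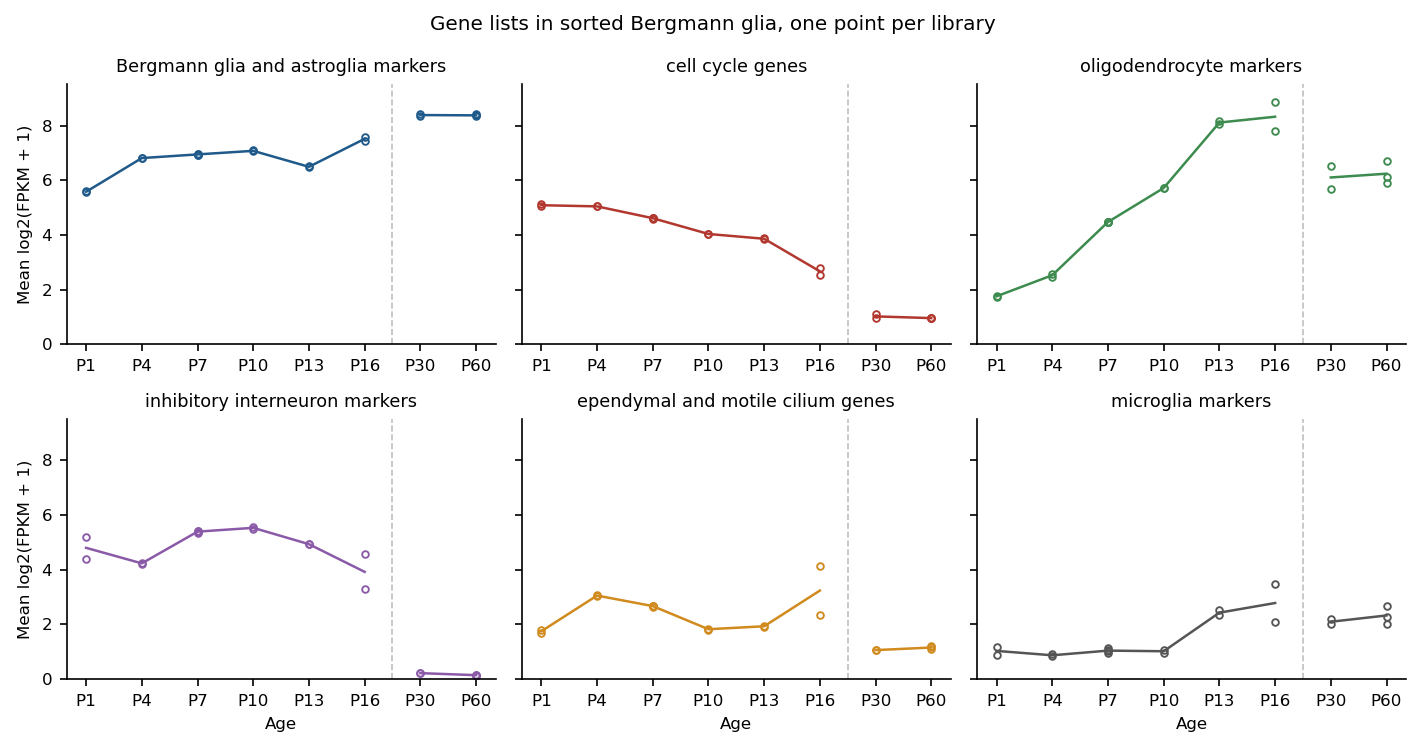
Mean log2(FPKM + 1) of 6 gene lists in each Bergmann glia library (points) and group (lines) by age, with a dashed line at the change of reporter line between P16 and P30. Cell cycle genes go from 5.08 at P1 to 0.96 at P60, oligodendrocyte markers from 1.75 to 8.32 at P16 and 6.24 at P60, and the 2 P16 libraries are apart in the cilium, microglia and interneuron panels.

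The steps between adjacent ages placed these changes in time. From P1 to P4, Gfap (Entrez 14580) rose 10.0-fold to 59.8 ± 3.96 (SD, n = 2), Gpr37l1 (Entrez 171469), an orphan receptor of astroglia, 10.7-fold to 51.9 ± 0.191 (SD, n = 2), Rlbp1 4.21-fold, Hopx 4.10-fold and Aqp4, the water channel of astroglia, 6.05-fold. Cartpt (Entrez 27220), a neuropeptide precursor, fell 26.9-fold and Nefm (Entrez 18040), a neurofilament, 6.53-fold (4.29-fold without P1 replicate 1). Bergmann glia and astroglia markers had 16 of 26 higher, 0 lower and 10 not called (camera adjusted p = 5.08e-22). Astroglial transport genes had 9 of 26 higher, 0 lower and 17 not called (camera adjusted p = 1.78e-16). Of 26 motile cilium genes, 17 were higher, 0 lower and 9 not called (camera adjusted p = 2.94e-09, and adjusted p = 0.368 with an estimated correlation). Oligodendrocyte precursor markers had 4 of 8 higher, 0 lower and 4 not called (camera adjusted p = 1.14e-05, and adjusted p = 0.122 with an estimated correlation). Granule cell precursor markers had 0 of 8 higher, 2 lower and 6 not called, with the precursor factor Atoh1 at 6.58 ± 0.205 (SD, n = 2) against 24.7 ± 9.02 (SD, n = 2) (camera adjusted p = 0.00157). At the same step granule neuron markers had 0 of 12 higher, 4 lower and 8 not called (camera adjusted p = 0.00355, and adjusted p = 0.582 with an estimated correlation), and dissociation stress genes had 6 of 19 higher, 0 lower and 13 not called (7 and 0 adjusted over the list alone) (camera adjusted p = 5.27e-06, and adjusted p = 0.228 with an estimated correlation). In all, 681 genes were called, 411 higher and 270 lower, but without P1 replicate 2 they were 450 higher and 420 lower, so the share higher went from 60.4% to 51.7%.

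From P4 to P7, myelin genes were among the largest rises. Mobp (Entrez 17433) rose 27.3-fold (60.2-fold without P4 replicate 1 and 17.7-fold without replicate 2), Mag (Entrez 17136) 10.2-fold and Cldn11 (Entrez 18417) 8.47-fold, while Fgf15 (Entrez 14170), a secreted growth factor, fell 4.72-fold and Col18a1 3.43-fold to 3.77 ± 0.271 (SD, n = 4). Oligodendrocyte markers had 9 of 11 higher, 0 lower and 2 not called (camera adjusted p = 1.42e-11, and adjusted p = 0.177 with an estimated correlation). Of 8 inhibitory interneuron markers, 5 were higher, 0 lower and 3 not called (camera adjusted p = 8.76e-06, and adjusted p = 0.334 with an estimated correlation). Cell cycle genes moved down together with no single call, at a median of -0.43 (camera adjusted p = 1.29e-19, and adjusted p = 0.0898 with an estimated correlation), as did hedgehog pathway genes, at -0.54 (camera adjusted p = 4.18e-06). The count was 209 genes, 159 higher and 50 lower.

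The step from P7 to P10, when granule cells migrate inward along Bergmann fibres, is the window at the centre of the study. Ass1 (Entrez 11898), an enzyme of arginine synthesis, fell 9.73-fold from 18.3 ± 1.22 (SD, n = 4) to 1.89 ± 0.346 (SD, n = 2), Fgf15 11-fold, Npy (Entrez 109648), neuropeptide Y, 6.50-fold, Moxd1 (Entrez 59012), a copper-dependent monooxygenase, 6.51-fold, and Cxcr4 (Entrez 12767), a chemokine receptor that guides migrating cells, 3.31-fold from 54.0 ± 0.682 (SD, n = 4) to 16.3 ± 0.587 (SD, n = 2). Crip3 (Entrez 114570), a LIM protein, fell 5.07-fold, Hspa1b (Entrez 15511), a heat shock protein, 4.47-fold, and Lrrc23 (Entrez 16977), a part of the ciliary radial spoke, 4.01-fold. Fam107a rose 6.90-fold, Hsd11b1 5.46-fold, Gjb6 6.85-fold, Aldh1a1 (Entrez 11668), which makes retinoic acid, 3.56-fold, and Agt (Entrez 11606), the precursor of angiotensin, 3.40-fold from 44.0 ± 2.59 (SD, n = 4) to 149.6 ± 9.5 (SD, n = 2).

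Of the genes of the study, Nes fell 2.62-fold to 15.3 ± 0.120 (SD, n = 2). Col18a1, at 1.56 ± 0.113 (SD, n = 2) against 3.77 ± 0.271 (SD, n = 4), was not called, since its log2 difference was -0.90 (SE 0.139, adjusted p = 0.000132). Setdb1 at 19.4 ± 0.849 (SD, n = 2) against 23.3 ± 0.0991 (SD, n = 4), Trim28 at 124 ± 1.68 (SD, n = 2) against 148 ± 3.32 (SD, n = 4) and Nfix at 312 ± 2.79 (SD, n = 2) against 277 ± 9.01 (SD, n = 4) were not called. Extracellular matrix and receptor genes, the list this window was asked about, had 1 of 66 higher, 1 lower and 64 not called, with the proteoglycan core Sdc4 at 34.1 ± 0.764 (SD, n = 2) against 15.2 ± 0.890 (SD, n = 4) and the collagen Col4a6 at 0.435 ± 0.0212 (SD, n = 2) against 2.13 ± 0.101 (SD, n = 4), and the list was not called (median -0.11, camera adjusted p = 0.235, and adjusted p = 0.644 with an estimated correlation). Proteoglycans and matrix remodelling genes were not called either, at 0 of 36 higher, 1 lower and 35 not called (camera adjusted p = 0.108).

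Cell cycle genes moved down as a list, at a median of -0.60 with no single call (camera adjusted p = 3.28e-29), and astroglial transport genes up, with 3 of 26 higher, 1 lower and 22 not called (camera adjusted p = 6.17e-13). Granule cell precursor markers had 0 of 8 higher, 1 lower and 7 not called (camera adjusted p = 0.000581). Hedgehog pathway genes had 0 of 11 higher, 0 lower and 11 not called (camera adjusted p = 0.000184). Motile cilium genes had 0 of 26 higher, 7 lower and 19 not called (0 and 8 adjusted over the list alone), with Foxj1 at 10.9 ± 0.396 (SD, n = 2) against 31.7 ± 1.23 (SD, n = 4) (camera adjusted p = 1.35e-07, and adjusted p = 0.383 with an estimated correlation). Beside these, oligodendrocyte markers had 9 of 11 higher, 0 lower and 2 not called, with Mobp at 58.1 ± 4.67 (SD, n = 2) against 16.3 ± 1.44 (SD, n = 4) and Mog (Entrez 17441) at 19.9 ± 0.184 (SD, n = 2) against 5.13 ± 0.369 (SD, n = 4) (camera adjusted p = 5.07e-11, and adjusted p = 0.139 with an estimated correlation). The 4 Y-linked genes had 1 of 4 higher, 0 lower and 3 not called (4 and 0 adjusted over the list alone) (camera adjusted p = 0.00835, and adjusted p = 0.354 with an estimated correlation), with a mean log2(FPKM + 1) of 1.40 at P7 and 3.16 at P10. In total 175 genes were called, 70 higher and 105 lower at P10. This balance depended on 1 library and on settings, as there were 67 higher and 62 lower without P10 replicate 1, and 45 and 44 with the P7 libraries averaged into 1 sample. The share higher was 40.0% as deposited, 49.4% after median-of-ratios scaling and 50.6% after quantile normalization. A pseudocount of 0.1 moved it the other way, to 32.4%, with 137 higher and 286 lower. An adjusted p under 0.001 at the same difference of 1 left 106 genes, 55 higher and 51 lower. The hemoglobin gene Hbb-b1, which has near-identical copies, was listed at 0 in all P7 libraries and at 6.92 ± 3.32 (SD, n = 2) at P10, so no fold was given.

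From P10 to P13, the immediate early genes Cyr61 (Entrez 16007), Fos and Fosb (Entrez 14282) fell 8.47-fold, 5.08-fold and 5.61-fold, and Hes5 fell 5.02-fold. The myelin genes Mal (Entrez 17153) and Opalin (Entrez 226115) were 13.5-fold and 17.8-fold higher. Oligodendrocyte markers had 11 of 11 higher, 0 lower and 0 not called (camera adjusted p = 6.98e-10, and adjusted p = 0.136 with an estimated correlation). Of 12 microglia markers, 8 were higher, 0 lower and 4 not called (camera adjusted p = 2.01e-05, and adjusted p = 0.382 with an estimated correlation). Erythroid markers had 3 of 5 higher, 0 lower and 2 not called (4 and 0 adjusted over the list alone) (camera adjusted p = 0.0452, and adjusted p = 0.512 with an estimated correlation). Dissociation stress genes had 0 of 19 higher, 11 lower and 8 not called (camera adjusted p = 7.87e-10, and adjusted p = 0.136 with an estimated correlation). Bergmann glia and astroglia markers had 0 of 26 higher, 8 lower and 18 not called, with Sox9, a glial transcription factor, at 14.6 ± 1.56 (SD, n = 2) against 40.3 ± 2.18 (SD, n = 2) (camera adjusted p = 3.7e-09, and adjusted p = 0.0804 with an estimated correlation). Of 13 reactive astrocyte genes, 0 were higher, 5 lower and 8 not called (camera adjusted p = 0.000337, and adjusted p = 0.136 with an estimated correlation). This step had 428 calls, 293 higher and 135 lower.

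From P13 to P16, Fam107a rose 25.6-fold (15.0-fold without P16 replicate 2), Dao 16.2-fold, Mt2 (Entrez 17750), a metallothionein, 14.1-fold (7.53-fold without P16 replicate 2), and Acsbg1 3.54-fold from 77.5 ± 2.18 (SD, n = 2) to 275 ± 12.5 (SD, n = 2). Cell cycle genes, the list this step was asked about, had 0 of 50 higher, 38 lower and 12 not called, with a median of -1.21 (camera adjusted p = 4.43e-26), and Top2a went from 33.7 ± 0.849 (SD, n = 2) to 9.38 ± 1.42 (SD, n = 2) and the survivin gene Birc5 from 25.4 ± 0.969 (SD, n = 2) to 7.27 ± 0.792 (SD, n = 2). Astroglial transport genes had 16 of 26 higher, 0 lower and 10 not called (camera adjusted p = 6.48e-19). Bergmann glia and astroglia markers had 14 of 26 higher, 0 lower and 12 not called (camera adjusted p = 2.8e-14). Of 66 extracellular matrix and receptor genes, 11 were higher, 1 lower and 54 not called (camera adjusted p = 1.06e-05, and adjusted p = 0.0492 with an estimated correlation). Endothelial and mural cell markers moved at the same step, with 5 of 13 higher, 0 lower and 8 not called (camera adjusted p = 4.69e-05, and adjusted p = 0.433 with an estimated correlation), and their mean log2(FPKM + 1) was 2.91 in P16 replicate 2 and 1.56 in replicate 3. Motile cilium genes had 19 of 26 higher, 0 lower and 7 not called (camera adjusted p = 1.33e-09, and adjusted p = 0.433 with an estimated correlation), but their mean was 2.35 and 4.13 in these libraries. Microglia markers were at 3.49 and 2.08 in the same libraries and cell cycle genes at 2.53 and 2.81. Inhibitory interneuron markers had 0 of 8 higher, 4 lower and 4 not called (camera adjusted p = 0.0225, and adjusted p = 0.628 with an estimated correlation), and dissociation stress genes had 6 of 19 higher, 0 lower and 13 not called (camera adjusted p = 0.0143, and adjusted p = 0.626 with an estimated correlation). There were 897 calls, 635 higher and 262 lower. Without P16 replicate 3 they were 621 and 439, and they were 785 and 189 without replicate 2. A fit of the compared groups alone gave 402 higher and 238 lower.

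From P16 to P30, Gpr17 (Entrez 574402), a receptor of oligodendrocyte precursors, fell 59.5-fold, Cd24a (Entrez 12484), a surface protein of immature neurons, 139-fold (81.4-fold without P16 replicate 3), Tubb3 118-fold and Fxyd6 73.4-fold (112-fold without P30 replicate 1). Klhl14 rose 275-fold (515-fold without P16 replicate 3), Cthrc1 (Entrez 68588), a secreted collagen-repeat protein, 25.4-fold and Npy 17.3-fold. Oligodendrocyte precursor markers had 0 of 8 higher, 8 lower and 0 not called (camera adjusted p = 4.71e-05, and adjusted p = 0.215 with an estimated correlation). Inhibitory interneuron markers had 0 of 8 higher, 8 lower and 0 not called (camera adjusted p = 0.00117, and adjusted p = 0.598 with an estimated correlation). Of 11 oligodendrocyte markers, 0 were higher, 9 lower and 2 not called (camera adjusted p = 0.0178, and adjusted p = 0.657 with an estimated correlation). Granule neuron markers had 0 of 12 higher, 10 lower and 2 not called (camera adjusted p = 0.00302, and adjusted p = 0.657 with an estimated correlation). Motile cilium genes had 0 of 26 higher, 22 lower and 4 not called (camera adjusted p = 0.00286, and adjusted p = 0.671 with an estimated correlation). Of 50 cell cycle genes, 0 were higher, 38 lower and 12 not called (camera adjusted p = 9.5e-11, and adjusted p = 0.224 with an estimated correlation). Meningeal fibroblast markers had 6 of 8 higher, 0 lower and 2 not called (camera adjusted p = 0.00014, and adjusted p = 0.398 with an estimated correlation). Reporter line and tamoxifen changed at this step, at which 3275 genes were called, 647 higher and 2628 lower. Whether a loss of other cell types accounts for part of the falls was not tested. The median of all genes was shifted by -0.34 by median-of-ratios scaling, and the share higher was 19.8%, 38.2% after it and 45.7% after quantile normalization.

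From P30 to P60 few genes changed. Nov (Entrez 18133), a secreted matricellular protein, rose 43.3-fold, while the vascular and mural genes Acta2 (Entrez 11475), Rgs5 (Entrez 19737) and Vtn (Entrez 22370) fell 38.2-fold, 25.6-fold and 18.0-fold. Without P60 replicate 4 the folds of Acta2 and Rgs5 were 71.3-fold and 56.3-fold. Meningeal fibroblast markers had 0 of 8 higher, 7 lower and 1 not called (camera adjusted p = 4.42e-17). Extracellular matrix and receptor genes had 0 of 66 higher, 11 lower and 55 not called (camera adjusted p = 3.3e-19, and adjusted p = 0.00103 with an estimated correlation). These 2 lists share Col1a1, Col1a2 and Col3a1. Endothelial and mural cell markers had 0 of 13 higher, 3 lower and 10 not called (camera adjusted p = 6.91e-07, and adjusted p = 0.353 with an estimated correlation). Of 10 Purkinje cell markers, 0 were higher, 4 lower and 6 not called (camera adjusted p = 2.3e-06, and adjusted p = 0.108 with an estimated correlation). Dissociation stress genes had 0 of 19 higher, 4 lower and 15 not called (camera adjusted p = 0.000112, and adjusted p = 0.431 with an estimated correlation). Of 26 Bergmann glia and astroglia markers and 50 cell cycle genes, 0 were called by limma. The sum was 111 genes, 13 higher and 98 lower, and the number higher was 21 without P30 replicate 2, 20 without P60 replicate 2 and 7 without P60 replicate 3. It was 20 with the parts of the table as a term, 3 at an adjusted p under 0.001 and 3 in a fit of the compared groups alone, with 87, 79 and 82 lower. The 4 Y-linked genes had a mean log2(FPKM + 1) near 0 in both P30 libraries and in P60 replicate 4 (0.02), and of 3.79 and 3.89 in P60 replicates 2 and 3, with 4 of 4 higher, 0 lower and 0 not called (camera adjusted p = 0.000138, and adjusted p = 0.285 with an estimated correlation).

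Deletion of Setdb1 was examined at P10 against flox/flox controls. Genes that encode MHC class II chains were among the largest rises, and Wif1 and Mobp among the largest falls. H2-Ab1 (Entrez 14961), H2-Aa (Entrez 14960) and H2-Eb1 (Entrez 14969), which encode MHC class II chains, were 117-fold, 256-fold and 180.2-fold higher in the mutant (H2-Eb1 106-fold without mutant replicate 2), with H2-Ab1 at 199 ± 74.8 (SD, n = 2) against 1.71 ± 0.205 (SD, n = 2). Cartpt was 786-fold higher at 283 ± 94.5 (SD, n = 2) against 0.360 ± 0.0990 (SD, n = 2), and Cd209c (Entrez 170776), a C-type lectin receptor, 42.0-fold higher at 318 ± 51.4 (SD, n = 2) against 7.57 ± 1.75 (SD, n = 2). Prm1 (Entrez 19118), the sperm chromatin protein protamine, was 705-fold higher on average, at 131.9 and 552 FPKM in the 2 mutant libraries (272-fold without replicate 2 and 1138-fold without replicate 1). Tcfl5 (Entrez 277353), a transcription factor of the testis, was 25.8-fold higher, Ass1 25.8-fold, Ephx1 (Entrez 13849), an epoxide hydrolase, 14.4-fold and Mybpc1 (Entrez 109272), a muscle myosin-binding protein, 13.6-fold.

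**Figure D3:**
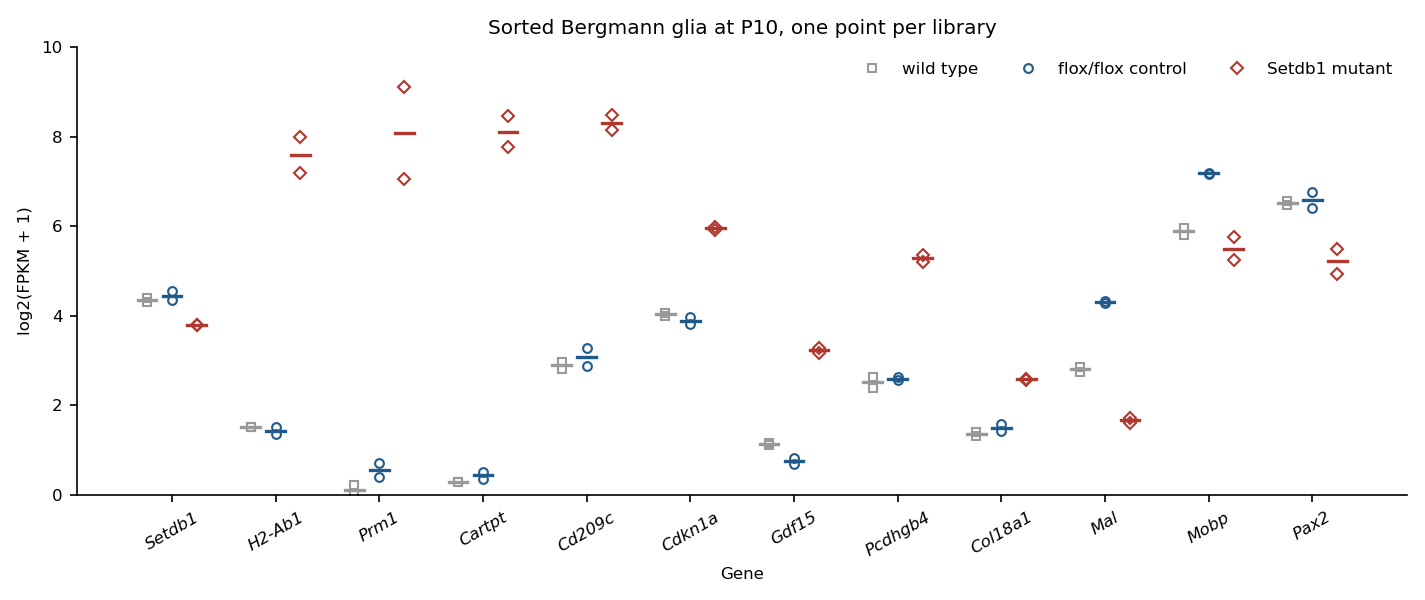
log2(FPKM + 1) of 12 genes at P10 in wild-type, flox/flox control and Setdb1 mutant Bergmann glia, each point a library and each bar a group mean. The mutant libraries lie above all control libraries for 8 of the genes and below them for Setdb1, Mal, Mobp and Pax2.

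Among the falls, Wif1 (Entrez 24117), a secreted Wnt inhibitor, was 6.68-fold lower, Nfatc4 (Entrez 73181), a calcineurin-dependent factor, 4.6-fold, S100a6 (Entrez 20200), a calcium-binding protein, 4.04-fold, Dll4 (Entrez 54485), a Notch ligand, 3.90-fold, and Fabp3 (Entrez 14077), a fatty acid binding protein, 3.14-fold. Setdb1 itself stood at 12.9 ± 0.0848 (SD, n = 2) against 20.9 ± 2.00 (SD, n = 2), a log2 difference of -0.66 (SE 0.0840, adjusted p = 8.08e-06), and was not called because the difference was under 1. Col18a1 was 2.72-fold higher at 5.0 ± 0.0636 (SD, n = 2) against 1.84 ± 0.212 (SD, n = 2). Nes, at 27.3 ± 0.834 (SD, n = 2) against 13.2 ± 0.488 (SD, n = 2), missed a call with a log2 difference of 0.998 (adjusted p = 6.97e-06), and Nfix, Trim28, Hopx, Fabp7, Acsbg1 and Rlbp1 were not called.

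p53 response and apoptosis genes had 8 of 16 higher, 0 lower and 8 not called, with the cell cycle inhibitor Cdkn1a at 61.0 ± 2.48 (SD, n = 2) against 13.9 ± 1.18 (SD, n = 2), the cyclin Ccng1 at 43.5 ± 1.36 (SD, n = 2) against 13.6 ± 2.52 (SD, n = 2) and the stress cytokine Gdf15 at 8.39 ± 0.509 (SD, n = 2) against 0.700 ± 0.113 (SD, n = 2) (camera adjusted p = 8.23e-12). Clustered protocadherins, adhesion molecules read from a gene cluster on chromosome 18, had 10 of 55 higher, 0 lower and 45 not called, with Pcdhgb4 at 38 ± 2.80 (SD, n = 2) against 5.07 ± 0.170 (SD, n = 2) and Pcdhgc5 at 23.9 ± 0.785 (SD, n = 2) against 4.14 ± 0.368 (SD, n = 2) (camera adjusted p = 0.000311, and adjusted p = 0.259 with an estimated correlation). Interferon response genes had 3 of 18 higher, 0 lower and 15 not called, with Ifi27 at 14.9 ± 3.72 (SD, n = 2) against 5.37 ± 0.410 (SD, n = 2) (camera adjusted p = 4.8e-05, and adjusted p = 0.0973 with an estimated correlation). Bergmann glia and astroglia markers had 4 of 26 higher, 0 lower and 22 not called, with the glutamine synthetase Glul at 485 ± 17.3 (SD, n = 2) against 220 ± 14.6 (SD, n = 2) (camera adjusted p = 2.06e-07, and adjusted p = 0.0863 with an estimated correlation). Germline genes had 1 of 5 higher, 0 lower and 4 not called, the single call being the germ cell helicase Ddx4 at 4.05 ± 2.81 (SD, n = 2) against 0.415 ± 0.0354 (SD, n = 2) (camera adjusted p = 0.292). Ddx4 was 9.76-fold higher, and 4.96-fold without mutant replicate 2. Extracellular matrix and receptor genes had 4 of 66 higher, 3 lower and 59 not called, with the laminin Lama5 at 5.03 ± 0.743 (SD, n = 2) against 1.08 ± 0.0707 (SD, n = 2) and Lamb1 at 6.26 ± 1.2 (SD, n = 2) against 16.9 ± 2.81 (SD, n = 2), and the list was not called (median 0.06, camera adjusted p = 0.292, and adjusted p = 0.747 with an estimated correlation). Cell cycle genes had 0 calls by limma of 50 tested (camera adjusted p = 0.255).

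Beside these groups, inhibitory interneuron markers had 0 of 8 higher, 6 lower and 2 not called in the mutant, with Pax2 at 36.8 ± 10.2 (SD, n = 2) against 95.9 ± 17.7 (SD, n = 2) (camera adjusted p = 1.72e-05, and adjusted p = 0.309 with an estimated correlation). Oligodendrocyte markers had 0 of 11 higher, 5 lower and 6 not called, with Mal at 2.19 ± 0.177 (SD, n = 2) against 18.8 ± 0.537 (SD, n = 2) and Mobp at 44.8 ± 11.3 (SD, n = 2) against 144 ± 2.48 (SD, n = 2) (camera adjusted p = 4.11e-05, and adjusted p = 0.45 with an estimated correlation). Granule neuron markers had 2 of 12 higher, 0 lower and 10 not called (3 and 0 adjusted over the list alone) (camera adjusted p = 0.0065, and adjusted p = 0.747 with an estimated correlation), while microglia markers were not called (camera adjusted p = 0.473). The median of the oligodendrocyte markers was -0.85 against the flox/flox control and -0.05 against wild-type P10 libraries, since the flox/flox control itself lay 0.97 above wild type. Control and mutant lay in the same part of the table and wild type in another. Part and genotype therefore cannot be told apart in any difference from wild type. In all, 371 genes were called, 263 higher and 108 lower (223 and 71 at an adjusted p under 0.001), and against wild type 339 were, 258 higher and 81 lower. The 2 control groups differed from each other in 18 genes, 15 higher and 3 lower in flox/flox. Y-linked genes had a mean log2(FPKM + 1) of 2.246 and 2.343 in the flox/flox libraries and of 3.025 and 3.651 in the mutant. The sexes may therefore not be balanced between these groups.

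Whether genes that fall from P7 to P10 stay up without Setdb1 was tested on the 105 genes lower at P10 in wild type, with no library shared between the comparisons. Of these genes 87 lay above 0 in the mutant, or 82.9% against 48.6% of all genes, with a median of 0.38, and 14 were called higher against 1.96 expected (Fisher's exact test, 2-sided, p = 9.12e-09 over genes, which are not independent replicates) and 1 lower against 0.81. The 14 were Ano1, Ass1, Barhl1, Cyp26b1, Fam181a, Fgf15, Grm3, Islr, Npy, Otx2, Pcp4l1, Sorcs2, Syt13 and 9030025P20Rik. The Ass1 level, for instance, was 18.3 ± 1.22 (SD, n = 4) at P7, 1.89 ± 0.346 (SD, n = 2) at P10, 1.53 ± 0.481 (SD, n = 2) in the control and 39.5 ± 0.488 (SD, n = 2) in the mutant. As a set the genes were higher in the mutant by camera (p = 8.26e-08), and p = 0.148 with an estimated correlation. The 70 genes higher at P10 went the other way against the flox/flox control, with 13 called lower against 0.54 expected (Fisher's exact test, 2-sided, p = 5.08e-15) and 4 called higher against 1.31, at a median of -0.31, and the 13 included the myelin or glial genes Mag, Mal, Mobp, Opalin and Lgi4. The control itself lay 0.97 above wild type, which came from another part of the table, in the median of the oligodendrocyte markers. Mobp was at 58.1 ± 4.67 (SD, n = 2) in wild type, 144 ± 2.48 (SD, n = 2) in the control and 44.8 ± 11.3 (SD, n = 2) in the mutant, and Mal at 6.01 ± 0.368 (SD, n = 2), 18.8 ± 0.537 (SD, n = 2) and 2.19 ± 0.177 (SD, n = 2). Motile cilium genes had a mean log2(FPKM + 1) of 2.67 at P7, 1.823 at P10, 1.593 in the control and 1.974 in the mutant. Granule cell precursor markers stood at 4.482, 3.906, 3.841 and 4.155 in these groups. Cell cycle genes, at 4.61, 4.033, 4.046 and 3.988, did not rise again in the mutant. Whether cell shares account for part of the 105 genes was not tested. Across all genes the differences of P10 from P7 and of mutant from control correlated at r = -0.238, against -0.000724 in simulated data without any effect. The simulated genes varied independently and no library was shared, so that value was near 0 by construction. It cannot tell whether shifts shared by many genes, such as cell shares, would give the observed r.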

Values the study reported

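Comparing sorted Bergmann glia with whole cerebellum, the study reported 458 genes at least 8-fold higher at P7 and 284 at P60. Of these, 92 were shared by both ages and taken as lineage markers, and 270 and 156 were named as markers specific to P7 or P60. After deletion of Setdb1, 650 genes were reported as higher and 276 as lower at P10, at a fold change of 2 or more. Of the genes that normally decline between P7 and P10, 43% were reported as raised in the mutant glia.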

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

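In this part, the term for the parts of the table was added after the results were seen. So were the tests on markers of other cell types and on the share of oligodendrocytes. The other tests were chosen before their outcome was known.

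The difference between Bergmann glia and cerebellum changed from P7 to P60 in 4967 genes by the test of the difference itself. Among the genes of the study, Nes (-4.56), Rlbp1 (-3.88), Col18a1 (-1.36) and Nfix (-1.01) moved away from Bergmann glia, whereas Setdb1, Trim28, Hopx, Fabp7 and Acsbg1 did not pass. Whether the parts of the table contributed could not be decided. With a term for them 4779 genes passed, with 28.6% instead of 28.3% towards Bergmann glia. That term rested on a single library, P60 replicate 2 of Bergmann glia, set against replicates 3 and 4. All cerebellum libraries lay in the second part, so an offset seen in Bergmann glia was carried over to them untested. Age, reporter line and tamoxifen differed together between these libraries, so none of them can be credited alone.

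Among the 4 P7 libraries, 1 library lay far from the other 3 in 7 of 94 values tested by the gap to its nearest neighbour over the whole range, where chance gives about 1 in 20. In replicate 1 these were Foxj1 (0.87 of a range of 29.9 to 32.5 FPKM), Hsd11b1 (0.885 of 2.02 to 2.63), Mog (0.909 of 4.91 to 5.68) and the mean of the reactive astrocyte genes (0.859 of 3.37 to 3.44 on the log2 scale). Replicate 2 stood apart in Kcnj16 (0.833 of 4.65 to 4.77 FPKM). Replicate 3 stood apart in the means of the Bergmann glia markers (0.843 of 6.94 to 6.96) and of the hedgehog pathway genes (0.84 of 3.67 to 3.75), so these gaps lay within narrow ranges.

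The MHC class II genes H2-Ab1, H2-Aa and H2-Eb1 rose in the Setdb1 mutant, with H2-Ab1 at 146 and 252 FPKM in the mutant libraries against 1.85 and 1.56 in the controls. More leukocytes or microglia in the mutant libraries were argued against by 9 leukocyte genes, whose median log2 difference was -0.028 (SE 0.113 over genes). The better expressed Coro1a, Laptm5, Cd68, Fcer1g and Lyz2 differed by -0.608, 0.117, -0.103, -0.028 and -0.038. Cd52, Itgam, Itgb2 and Cd53 lay under an FPKM of 1 in the controls, where this scale hides rises. Of these, Cd52 stood at 0.74 and 1.06 in the mutant against 0.12 and 0.24 (limma adjusted p = 0.025). Whether the class II program as a whole rose could not be decided. Of its members Cd74, Ciita, H2-DMa and H2-DMb1 only Cd74 and H2-DMa were expressed enough to be tested, too few for the rule set beforehand. By limma 0 of these 2 were called (adjusted p = 0.665 and 0.617), and Cd74 reached at most 0.46 FPKM in the control and mutant libraries. A difference in the H2 region between the mice of the 2 genotypes could not be excluded, as 4.48% of its other tested genes were called (6 of 134, chromosome 17), against 2.64% of all genes. Loss of Setdb1 itself, the difference the design names, stays open as an untested explanation.

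Prm1 stood at 131.9 and 552 FPKM in the mutant libraries and at 0.33 and 0.64 in the controls. Transgenes can carry protamine sequence, and the labels do not say whether the Cre transgene used here did. Reads from such a transgene would leave other spermatid genes silent, and 0 of 5 listed ones (Prm2, Tnp2, Odf1, Spem1 and Ldhc) reached an FPKM of 1 in any mutant library. Derepression of Prm1 alone would give the same picture, so these explanations cannot be told apart. The neighbour Socs1, at 3.34 and 4.91 in the mutant and 3.70 and 3.65 in the control libraries, is expressed everywhere and decides nothing.

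Markers of other cell types were present in the Bergmann glia libraries from P4 to P16, and oligodendrocyte markers were lower in the mutant than in its control. Mbp, abundant in oligodendrocytes, reached 2075 FPKM at P16, although cells had been sorted for Nestin-GFP. After removal of the group means, the oligodendrocyte genes still varied together between libraries, with a correlation of 0.797 over all groups against -0.00148 for the p53 list. In the P4 to P16 libraries alone it was 0.918 against 0.029, which is consistent with cells of other types in the sorted fraction at a share that differs between the P16 libraries, whose means of the oligodendrocyte list were 8.84 and 7.80. In the P4 to P13 libraries alone it was 0.126 against 0.0799, too little to decide whether the share differs within those ages. A lower share of oligodendrocytes as the only change of cell shares in the mutant was argued against, because the median of the interneuron list lay at -1.64 relative to the Bergmann glia list. The fall of the oligodendrocyte markers also depended on which control was used, since their median was -0.05 against wild type and the flox/flox control lay 0.97 above wild type. Only the flox/flox control shared a part of the table with the mutant. The gap to wild type therefore cannot be told apart from an effect of the parts. An effect of Setdb1 loss within other cell types stays open and was not tested. The paper describes mGFAP-Cre as active across cerebellar neural cells apart from Purkinje cells, with loss of Setdb1 in oligodendrocytes too.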

How the results depend on the processing

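Alternatives with the parts of the table as a term or the P60 libraries of a single part, with the 4 P7 libraries averaged into 1 sample and without the P16 libraries were chosen after seeing the data. Of the alternatives fixed beforehand, 202 left a result on its side of the threshold, or a count within 1.5 times its value, 8 moved a count further and 1 weakened a call. Of those added later, 21 left the result in place and 1 moved it. A pseudocount of 0.1 instead of 1 raised the counts to 1221 for P4 against P1, 429 for P7 against P4, 423 for P10 against P7, 795 for P13 against P10, 1483 for P16 against P13, 353 for P60 against P30 and 650 for the Setdb1 mutant, because it pulls differences of weakly expressed genes less towards 0. For P10 against P7 an adjusted p under 0.001 and a difference of 1 on the log2(FPKM + 1) scale, in place of the fold of the study, gave 106 genes, and averaging the P7 libraries gave 89, a fit with fewer samples. The set of genes lower at P10, tested in the mutant by camera, went from p = 8.26e-08 to 0.148 with an estimated correlation, over a range of 7.75e-09 to 0.148. Adjusted p ranged from 0.108 to 0.644 for the extracellular matrix list between P7 and P10, from 0.116 to 0.747 for the same list in the mutant, and from 4.39e-29 to 0.021 for the cell cycle list between P13 and P16. Leaving out each library in turn gave 2550 to 2706 genes for Bergmann glia against cerebellum at P7, 4887 to 4954 at P60, 4853 to 5116 for the change between these ages, 5039 to 5265 for P60 against P7, 563 to 870 for P4 against P1, 204 to 214 for P7 against P4, 129 to 167 for P10 against P7, 414 to 436 for P13 against P10, 875 to 1060 for P16 against P13, 3143 to 3447 for P30 against P16, 99 to 136 for P60 against P30 and 304 to 451 for the mutant. With the number of each library as a replicate block, the counts were 2580 for Bergmann glia against cerebellum at P7, 668 for P4 against P1, 214 for P7 against P4, 179 for P10 against P7 and 5176 for P60 against P7, but equal numbers do not mark pairs, since deviations from the group means correlated at -0.113 to 0.281 between libraries with equal numbers and at up to 0.402 between others. With the parts of the table as a term they were 2496 at P7 and 4933 at P60 for Bergmann glia against cerebellum, and 5045 for P60 against P7. That term rested on P60 replicate 2 of Bergmann glia against replicates 3 and 4, so it cannot exclude an effect of the parts. Taking wild-type and flox/flox libraries together as the control gave 329 genes for the mutant. The paper gives only a round number of reads per sample, and the reads behind each FPKM value are unknown, so what depth limits could not be measured.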

Other observations

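The counts in whole cerebellum and those at the thresholds of the study were chosen after the data were seen, whereas the tests of neighbouring genes and of the splits were set before their outcome was.

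Whole cerebellum itself changed between P7 and P60. Granule cell precursor markers had 0 of 8 higher, 7 lower and 1 not called (camera adjusted p = 0.0038). Of 50 cell cycle genes, 0 were higher, 50 lower and 0 not called (camera adjusted p = 1.16e-23). Purkinje cell markers had 10 of 10 higher, 0 lower and 0 not called (camera adjusted p = 1.21e-06, and adjusted p = 0.0898 with an estimated correlation). Of 12 granule neuron markers, 8 were higher, 1 lower and 3 not called (camera adjusted p = 0.00854, and adjusted p = 0.627 with an estimated correlation). Oligodendrocyte markers had 11 of 11 higher, 0 lower and 0 not called (camera adjusted p = 0.000462, and adjusted p = 0.568 with an estimated correlation). The count was 4836 genes, 2464 higher and 2372 lower at P60. Tamoxifen is labelled for these P60 libraries but not for those at P7, so age cannot be credited alone.

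Of the 35 splits of the 7 Bergmann glia libraries from P60 and P7 into 3 and 4, only 1, the real one, called as many as 5156 genes. That is the smallest share that these splits can give, and it argues against a random division of these libraries. The argument does not cover chance between animals, because the labels do not say which libraries came from separate ones. The highest other split called 3623 genes, which points to the structure of the samples, since such splits still part the ages unevenly.

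Folds taken as ratios of mean FPKM are not pulled towards 0 as differences on the log2(FPKM + 1) scale are. With such folds the thresholds of the study gave other counts. The adjusted p still came from the limma fit on the log2(FPKM + 1) scale over the filtered genes. The pull on weakly expressed genes and the filter therefore still acted on these counts. At a fold of 8 and an adjusted p under 0.001, 431 genes were higher in Bergmann glia at P7 and 312 at P60, with 80 at both ages, 351 at P7 alone and 232 at P60 alone. The mutant was set against flox/flox libraries here, whereas a figure legend of the paper names Nestin-GFP mice as the control, so the groups compared there are not known to be the same. At a fold of 2 in the Setdb1 mutant, 310 genes were higher. That is lower than the value quoted from the study above. Genes lower by this measure in the mutant numbered 120. That too is lower than the value quoted from the study above. The paper gives a false discovery rate and a fold but names neither the test nor a filter on expression. The lower counts may therefore reflect the test, the filter or the genes tested. Of 116 genes at least 2-fold lower at P10 than at P7, 24 were at least 2-fold higher in the mutant, or 20.7%. That share is lower than the value quoted from the study above, but the paper does not say whether that value follows its general definition of a changed gene, so the measures are not known to be alike.

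Genes higher in the Setdb1 mutant lay side by side more often than chance gives. Among 14050 tested genes with a position, 262 were called higher and formed 19 pairs of neighbouring genes, against a median of 5 and a highest value of 15 in 10000 shuffles of the calls (permutation p = 1e-04, the smallest these shuffles can give). Without protocadherins there were 16 pairs against a median of 4. The clusters included H2-Ab1, H2-Aa, H2-Eb1 and BC051142 on chromosome 17, the interferon zeta gene Ifnz with 3 predicted genes on chromosome 4, members of the gamma protocadherins on chromosome 18, and the zinc finger genes Zfp872 and Zfp809 on chromosome 9. Other pairs joined genes that are not of one family, such as Ttll8 with Mlc1, Ncs1 with Ass1, Ak1 with Eng and Mgmt with Ebf3. A candidate explanation is that neighbouring genes rise together because a repressed domain opens. Near-identical copies, which share reads, remain another for clusters of related genes, but not for pairs of unrelated ones. Neither was tested beyond the 19 pairs.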
